A study of Mus musculus with 30 samples. Its data were reported in "Epigenetic changes mediated by polycomb repressive complex 2 and E2a are associated with drug resistance in a mouse model of lymphoma" (2016).

How the data were processed

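Gene expression was measured in 30 cultures of mouse lymphoma cells on Affymetrix Mouse Gene ST 1.0 microarrays, 1 array per culture. The cells carried the Eμ-Myc transgene, which drives Myc in B-lineage cells, on a Cdkn2a-deficient background, and were grown on a feeder layer of irradiated fibroblasts. The authors summarised each probe set by robust multi-array averaging with the justRMA function of the affy package, and the deposited values are on the log2 scale. This procedure corrects the background, forces all arrays to a common intensity distribution and fits probe effects. A change in total RNA per cell is therefore not visible, and small fold changes are compressed at low signal. The submitters' processing notes name RMA, affy and the mm9 genome build. Array medians lay between 7.48 and 7.67, and single values between 3.29 and 14.57. The fifth 0 h array stood apart, with an interquartile range of 2.97 against 3.36 to 3.75 on the other arrays. It was kept, and each parental time is compared with a group that holds it. Arrays have no sequencing depth, and their number limits the precision of each comparison.

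The deposited table held 34760 probe sets. Gene names came from the platform annotation, which listed 22961 of them. Of these, 21640 carried 1 gene symbol and 1321 carried several; the other 11799 were unnamed here. Entrez identifiers of 21553 named probe sets were found in a RefSeq gene table of assembly GRCm38.p6, 87 were not, and no symbol had to be updated. That assembly is not the mm9 build named in the notes, so no coordinates are given. A gene with several probe sets (954 genes) was represented by the probe set with the highest mean over all arrays, which left 19937 genes for testing. Probe sets with several symbols or none were tested apart.

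Groups were taken from the sample labels: parental cells at 0, 6, 12, 24 and 48 h of 750 nM mafosfamide (5, 4, 4, 5 and 5 arrays), the untreated resistant lines R100, R500, R1000 and R4000 (1 array each), and R500, R1000 and R4000 after 24 h of 750 nM mafosfamide (1 array each). Parental arrays were labelled as biological replicates. The resistant lines were measured once each, so the line was the unit of replication and no p-value is given for a single line. The paper took the lines at successive steps of the same dose escalation, so they are not independent derivations. A change shared by all lines may have arisen only once. The p-values measure the spread between these cultures of 1 lymphoma, not between tumours or mice.

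Each comparison was fitted with limma (lmFit and eBayes) on the deposited values, and p-values were adjusted by the Benjamini-Hochberg method over the 19937 genes with a threshold of 0.05. The 23 parental arrays were fitted together and each time was compared with 0 h. The 4 untreated resistant lines were compared with the 5 parental arrays at 0 h, as a mean difference and as a slope on the order parental, R100, R500, R1000, R4000. The response of the resistant lines to mafosfamide was fitted over 16 arrays with a term for each line and a treatment effect each for parental and resistant cells, and the difference of these effects was tested as the difference in response. Probe sets were also ranked by covariance with the order of resistance and of time, with 1000 probe sets at each end, and gene lists were set against both ends with a one-sided Fisher exact test.

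Lists of genes were written before the data were examined, as were the fits, the threshold, the naming rule and all alternatives except those marked as added later. The 31 lists tested comprised p53 targets, DNA repair, aldehyde dehydrogenases, drug efflux, glutathione, the BCL2 family, Polycomb repressive complex 2, H3K27 demethylases, DNA methylation, Y-linked genes, early B, mature B, MHC class II, MHC class I, plasma cell, germinal centre, B-cell transcription factors, B-cell receptor signalling, EIF2 and translation initiation, ribosomal proteins, G1/S, G2/M, Myc targets, the ATF4 stress response, interferon, NF-kB, heat shock, fibroblast, T and NK cell, myeloid and erythroid genes. Each was tested with camera at a preset inter-gene correlation of 0.01 and with fry, adjusted over the lists of a comparison. Camera was repeated with an estimated correlation.

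The genes named are, per comparison, the 5 (6 h and 12 h) or 10 (all others) largest rises and as many falls among genes that passed the threshold and whose arrays in both groups did not overlap, or that moved the same way in all 3 lines for the treated resistant lines. Up to 4 members of each list with the smallest p-values and a fixed set of names (Cdkn2a, Myc, Trp53, Tcf3, Spi1, Suz12, Mtf2, Ezh2, Uty, Cdkn1a, Bbc3, Mdm2, Id2, Mgmt, Aldh1a1, Aldh3a1, Abcb1a and Abcb1b) were added. Of the 18 fixed names, 16 were measured; Trp53 and Cdkn1a had no probe set with that single symbol. Predicted gene models were passed over, 7 at 12 h and 25 at 24 h.

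The titles and the descriptions of the 6 h and 12 h samples carry different replicate numbers. Whether numbers pair the cultures was checked by the correlation, over genes, of deviations from the group means. For the description number, every pair at 6 h (lowest r 0.309) and at 24 h (lowest r 0.131) was above 0.1, so these were taken as paired. At 12 h (lowest r 0.076) and 48 h (lowest r 0.065) this was not so. Mean r was nonetheless higher at 12 h (0.359) and 48 h (0.318) than at 24 h (0.204). The rule on the lowest r therefore does not show that the 12 h and 48 h cultures were unpaired. Title numbers did not pair the cultures at 6 h (lowest r -0.291).

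The fits were tested on simulated data with 200 of 19937 genes changed. For the 24 h comparison, 68.7% of genes changed by 0.5 on the log2 scale, 98.5% of those changed by 1 and 100% of those changed by 2 were recovered. For the resistant lines these shares were 55.2%, 94% and 100%, for treatment in the resistant lines 35.8%, 91% and 100%, and for the difference in response 14.9%, 82.1% and 97%. False calls numbered 2, 7, 7 and 9 in these comparisons and 12 at 6 h. Another grouping of the real 0 h and 6 h arrays called 3317 genes. The simulated data therefore lacked the structure of the real samples, and the shares hold for the simulated data only.

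Alternatives covered median and housekeeping centring, removal of the dimmest 33.3% of genes, the mean of a gene's probe sets, variance moderation with trend and robust options, array weights, a 2-fold threshold, each array left out in turn, replicate blocks, other sets of arrays in the fit, other scales of resistance, an estimated inter-gene correlation and other sizes of the covariance list. Chosen after seeing the data were the fibroblast list mean as a covariate, the removal of the 2 parental 24 h arrays with the highest fibroblast list mean, both list-test alternatives with a block or with this covariate, and the comparison of 48 h with 24 h. Genome sequencing, DNA methylation, histone modification, cell viability and patient data of the study were not analysed here. Analyses were run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and plots in Python 3.11.15 with matplotlib 3.10.9.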

Results

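Transcript levels were measured on 30 arrays of a lymphoma line and its drug-resistant derivatives. The line, called parental, came from an Eμ-Myc mouse lacking Cdkn2a, the locus of p16INK4a and p19ARF, and serves as a model of Burkitt's lymphoma. Parental cells were sampled at 0, 6, 12, 24 and 48 h of exposure to 750 nM mafosfamide, a form of the alkylating drug cyclophosphamide that is active in culture (n = 5, 4, 4, 5 and 5). Resistant lines R100, R500, R1000 and R4000 had been selected by dose escalation to 100, 500, 1000 and 4000 nM. Each was measured once without drug, and R500, R1000 and R4000 were also measured once after 24 h at 750 nM. Values are log2 expression and errors of single groups are SD. In parental cells at 0 h Myc stood at 13.13 ± 0.10 (n = 5).

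To determine how the parental line responded to mafosfamide, each time was compared with 0 h. At 6 h, 4 genes passed the test, 2 higher and 2 lower (2 and 0 after median centring, 15 and 2 after housekeeping centring). Slc19a2, which encodes a thiamine transporter, rose 1.63-fold (log2 fold change 0.70, SE 0.11, adjusted p = 0.0293) and Gclm, a subunit of the enzyme that starts glutathione synthesis, rose 1.59-fold (adjusted p = 0.0407). Cirbp, a cold-inducible RNA-binding protein, fell by 0.68 on the log2 scale and the adhesion receptor Cd2 fell by 0.51 (both adjusted p = 0.0407). All 4 had the same direction at 12 h and 24 h, but these comparisons use the same 0 h arrays, which can give such agreement without any effect.

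Among the lists at 6 h, 22 of the 30 measured p53 targets lay above 0, with a median log2 change of 0.15 (camera adjusted p = 3.6e-08). None was called over all genes (3 higher with the replicate block), and 10 rose and 1 fell adjusted over the list alone. Ccng1, which encodes cyclin G1, stood at a log2 change of 0.49 (adjusted p = 0.0628) and Psrc1 at 0.56 (adjusted p = 0.111). With an estimated correlation the list was not called (adjusted p = 0.316). ATF4 stress response genes were lower as a list (median -0.16, camera adjusted p = 3.7e-06), with no member called over all genes and 5 lower adjusted over the list alone. Asns, asparagine synthetase, stood at -0.42 (adjusted p = 0.179). With an estimated correlation this call was lost as well (adjusted p = 0.292). DNA repair (32 of 42 above 0, camera adjusted p = 0.000135) and heat shock genes (8 of 11 above 0, camera adjusted p = 0.000209) were higher as lists, and mature B genes lower (camera adjusted p = 0.0141), with adjusted p = 0.763, 0.267 and 0.763 with an estimated correlation. The fibroblast list was lower (median -0.13, camera adjusted p = 0.018), with adjusted p = 0.908 with an estimated correlation and 0.209 with the replicate block. Leaving out 1 array moved the count at 6 h between 0, without the third 0 h array, and 21, without the second. With the description number as a replicate block it was 62 genes, 33 higher and 29 lower.

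At 12 h, 102 genes were called, 93 higher and 9 lower, and 13 of these by at least 2-fold, all higher. Targets of the tumour suppressor p53 were prominent among them. Cd80, a costimulatory ligand for T cells, went from 7.12 ± 0.48 (n = 5) to 9.88 ± 0.29 (n = 4), a 6.75-fold rise (SE 0.22 on the log2 scale, adjusted p = 1.59e-07). Zmat3, an RNA-binding zinc finger protein induced by p53, rose 3.51-fold from 7.50 ± 0.21 to 9.31 ± 0.09 (SE 0.12, adjusted p = 7.07e-09), and Psrc1, a microtubule-associated protein, rose 3.49-fold from 8.94 ± 0.28 to 10.74 ± 0.09 (SE 0.11, adjusted p = 2.99e-09). The DNA damage-induced apoptosis suppressor Ddias rose by 1.51 and Dglucy, a mitochondrial glutamate cyclase, by 1.45 on the log2 scale. The largest falls among named genes were those of Insig1, a regulator of sterol synthesis (-0.69), Cytip (-0.68), Cirbp (-0.66), the pro-apoptotic BCL2 relative Bmf (-0.64) and Cd2 (-0.53). The annotated probe set of Zmat3 was 10497673, that of Cd80 10435704 and that of Psrc1 10495316. A second probe set of Cd80 had a log2 change of 1.25 at 24 h, against 2.50 for the one used.

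Of the 30 measured p53 targets, 13 rose at 12 h, none fell and 17 were not called. Adjusted over the list alone, 19 rose and 1 fell. The list was called by camera (median log2 change 0.37, adjusted p = 6.23e-30), also with an estimated correlation (adjusted p = 0.00851), and by fry (adjusted p = 1.78e-05). Among 248 tests of lists in the 8 comparisons, 52 were called by camera at the preset correlation, and this was the single call that held with an estimated one. Ccng1 rose by 0.92 (adjusted p = 5.1e-06). Of 14 BCL2 family genes, the pro-apoptotic Bbc3 (0.51) and Pmaip1 (0.45, both adjusted p = 0.0214) rose and Bmf fell. The p53 feedback inhibitor Mdm2 stood at 0.49 (SE 0.19, adjusted p = 0.338). None of the 42 DNA repair genes was called, 32 lay above 0, and the list as a whole was higher (median 0.16, camera adjusted p = 9e-06), which was lost with an estimated correlation (adjusted p = 0.475). The nucleotide excision repair nuclease Ercc5 stood at 0.29 (adjusted p = 0.0611). Tnf rose by 0.70 as the single called member of 18 NF-kB genes. G2/M genes (24 of 29 above 0, camera adjusted p = 0.00111) and heat shock genes (11 of 11 above 0, camera adjusted p = 0.00308) were higher and T and NK cell genes lower (camera adjusted p = 0.0257), with adjusted p = 0.598, 0.356 and 0.475 with an estimated correlation. The fibroblast list was close to its 0 h level (median 0.02, camera adjusted p = 0.549). The count at 12 h lay between 43, without the third 12 h array, and 179, without the first 0 h array. It was 18 in a fit of the 0 h and 12 h arrays alone and 279 with array weights.

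**Figure D1:**
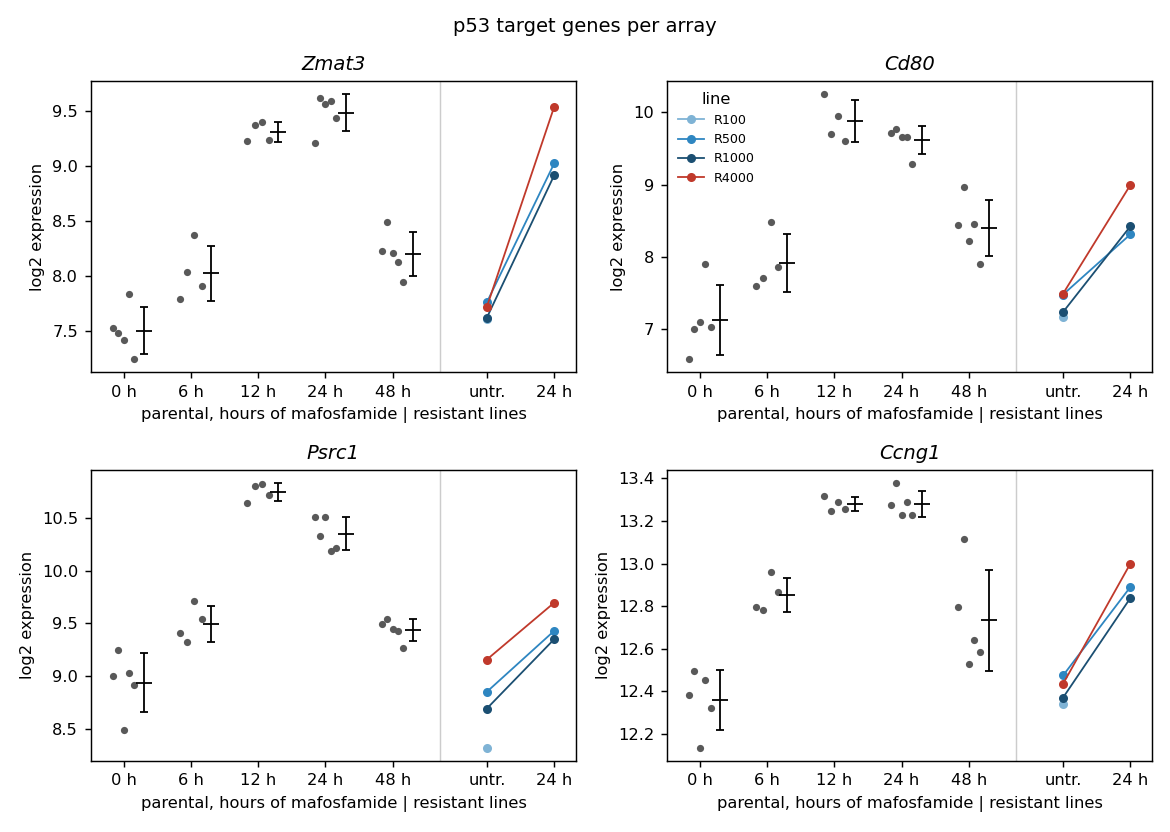
Log2 expression of 4 p53 targets (vertical axes) per array, at each hour of 750 nM mafosfamide in parental cells (dots, with mean and SD beside them) and in the resistant lines without drug and after 24 h (lines join the arrays of 1 resistant line; R100 has no treated array). Zmat3 averaged 7.50 at 0 h, 9.49 at 24 h and 8.20 at 48 h, and its treated minus untreated difference was 1.26 in R500, 1.29 in R1000 and 1.82 in R4000.

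At 24 h, 1351 genes were called, 867 higher and 484 lower, with 148 higher and 4 lower by at least 2-fold. The excess of rises depended on the scaling: 788 were higher and 1029 lower after median centring, and 687 and 945 after housekeeping centring. Arrays of the 0 h and 24 h groups did not overlap for 582 of the called genes, as was true of 4.57% of all genes. Cd80 (5.64-fold, adjusted p = 2.58e-07), Dglucy (4.38-fold, from 6.68 ± 0.15 to 8.81 ± 0.18, n = 5 each, adjusted p = 1.12e-10) and Zmat3 (3.96-fold, adjusted p = 3.27e-10) remained high. Among the named genes called whose arrays did not overlap, predicted models passed over, the next largest rises were those of Bex6 (1.91 on the log2 scale, SE 0.24), the haem-degrading enzyme Hmox1 (1.88, SE 0.45), the quinone reductase Nqo1 (1.84, SE 0.36), the epoxide hydrolase Ephx1 (1.84, SE 0.30), the surrogate light chain gene Igll1 (1.73, SE 0.36), Fetub (1.69, SE 0.19) and Glipr1 (1.61, SE 0.23). Among the named genes called whose 0 h and 24 h arrays did not overlap, the largest falls were those of Mturn (-1.16), Neurl3 (-1.07), Ccng2, which encodes cyclin G2 (-0.92), the nuclear receptor Nr4a2 (-0.89), Bmf (-0.81), Zfp691 (-0.75), the antiproliferative gene Btg2 (-0.73), Cirbp (-0.72), Cytip (-0.69) and Begain (-0.67).

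Of the p53 targets, 14 of 30 rose at 24 h and 2 fell, 20 and 2 adjusted over the list alone (camera adjusted p = 3.07e-14 and adjusted p = 0.0962 with an estimated correlation). Btg2 and Ddit4 fell. Fibroblast markers rose at the same time. In the list, chosen because the cells grew on fibroblast feeders, 14 of 30 rose and none fell, 21 and 0 adjusted over the list alone, with a median log2 change of 0.86 (camera adjusted p = 3.18e-11 and adjusted p = 0.443 with an estimated correlation). Smooth muscle actin Acta2 rose by 1.65, the collagen crosslinking enzyme Lox by 1.90, Tagln by 1.44 and the tropomyosin Tpm1 by 0.88. The mean of the list went from 8.14 ± 0.25 at 0 h (n = 5) to 9.01 ± 0.59 at 24 h (n = 5) and was 8.50 ± 0.52 at 48 h (n = 5). With this mean as a covariate, chosen after seeing the data, 533 genes were called at 24 h, 433 higher and 100 lower, and 23 of the 148 genes risen by 2-fold were still called so. Zmat3 (1.93), Dglucy (2.03), Cd80 (2.10), Bex6 (2.07), Fetub (1.66) and Igll1 (2.43) stayed called under the covariate, while Hmox1 (1.29, adjusted p = 0.223) and Nqo1 (1.42, adjusted p = 0.0874) did not. Ephx1 (from 1.84 to 0.91) and Glipr1 (from 1.61 to 0.94) stayed called with smaller changes, and the 10 falls named above all stayed called. Without the 2 parental 24 h arrays of highest fibroblast mean, 557 genes were called.

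**Figure D2:**
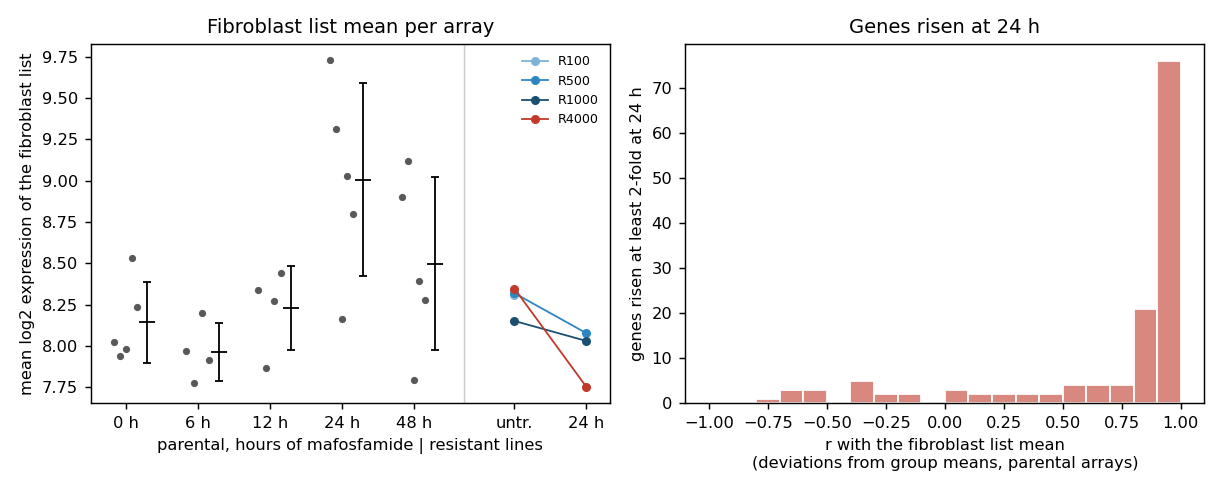
Left, mean log2 expression of the fibroblast list (vertical axis) per array in parental cells by hour of mafosfamide (dots, with mean and SD) and in the resistant lines before and after 24 h (lines join the arrays of 1 line). Right, number of genes (vertical axis) by the correlation of their deviations from the group means with those of the fibroblast list mean over the 23 parental arrays, for the 136 genes outside the list that rose at least 2-fold at 24 h. The median r was 0.911.

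Lists tied to drug handling had a few members called at 24 h in parental cells. Of 18 drug efflux transporters, Abcc1 (0.62, adjusted p = 0.00492), Abcb1b (0.78, adjusted p = 0.0148) and Abcc5 (0.40, adjusted p = 0.0387) rose and none fell, with 5 higher and 4 lower adjusted over the list alone. Camera did not call the list (adjusted p = 0.319). With the fibroblast covariate Abcc1 stayed called (0.71), and Abcb1b (0.26, adjusted p = 0.331) and Abcc5 (0.28, adjusted p = 0.295) did not. Of 28 glutathione genes, Gclm (0.65), Gsto1 (0.38), the cystine transporter Slc7a11 (1.27) and Gstm1 (0.69) rose (camera adjusted p = 0.000794 and adjusted p = 0.443 with an estimated correlation), 7 higher and 1 lower adjusted over the list alone. Under the fibroblast covariate only Gclm remained called of these genes, and the list was not called (camera adjusted p = 0.228). All 11 heat shock genes lay above 0, and Hmox1 and the cochaperone Bag3 (0.67) rose (camera adjusted p = 7.99e-05 and adjusted p = 0.0962 with an estimated correlation). Of 42 DNA repair genes, the kinase gene Prkdc rose (0.67; camera adjusted p = 0.00408, adjusted p = 0.62 with an estimated correlation), and of 20 aldehyde dehydrogenases Aldh7a1 rose (0.84; camera adjusted p = 0.764). Orc1 and Mcm10, which act at replication origins, rose among 29 G1/S genes (camera adjusted p = 0.000175 and adjusted p = 0.584 with an estimated correlation). Under the fibroblast covariate Prkdc (0.78, adjusted p = 0.0166) and Mcm10 (0.35, adjusted p = 0.0482) stayed called. Aldh7a1 (0.32, adjusted p = 0.337), Bag3 (0.07, adjusted p = 0.693) and Orc1 (0.56, adjusted p = 0.0513) did not, and no heat shock gene was called, although camera still called that list (adjusted p = 0.00548, and adjusted p = 0.333 with an estimated correlation). With the replicate block 7 efflux genes rose and 3 fell, 14 glutathione genes rose and 1 fell, and 7 DNA repair genes rose and 1 fell. In that fit 4 aldehyde dehydrogenases, 5 heat shock genes and 9 G1/S genes rose, and none of these lists had a fall.

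Genes of the B lineage and of immune signalling went both ways at 24 h. In the early B list of 20 genes, the surrogate light chain genes Igll1 and Vpreb1 (0.90) and Bst1 (0.74) rose and the receptor kinase Flt3 fell (-0.30; camera adjusted p = 0.124). Complement receptor Cr2 (0.74) rose and the homing receptor Ccr7 (-0.54) fell among 20 mature B genes (camera adjusted p = 0.945). The plasma cell genes Mzb1 (0.32), Xbp1 (0.40) and Sdc1 (0.42) rose and Tnfrsf17 (-0.32) fell (camera adjusted p = 0.117). Of 23 B-cell receptor signalling genes, Cd81, Plcg2 and Fyn rose (camera adjusted p = 0.0121 and adjusted p = 0.443 with an estimated correlation), and of 24 interferon genes Bst2 (0.60), Ifit2 and Gbp3 rose (camera adjusted p = 0.0473; adjusted p = 0.584 with an estimated correlation). The interferon list was not called with the fibroblast covariate (camera adjusted p = 0.133). Of 18 NF-kB genes, 5 fell, among them Rel (-0.77), Nfkb2 (-0.67) and Nfkbie (-0.59), and Tnf rose (0.64). Adjusted over the list alone, 3 rose and 8 fell (camera adjusted p = 0.154). With the covariate, Sdc1 (0.14, adjusted p = 0.401) and Tnfrsf17 (-0.19, adjusted p = 0.373) shrank and were not called. Bst1 (0.75), Flt3 (-0.27), Cd81 (0.27), Plcg2 (0.22), Bst2 (0.50) and Ifit2 (0.59) were not called either, at changes of about the same size, and the other genes named here were called. With the replicate block 5 early B genes rose and 3 fell, 2 mature B genes rose and 3 fell, and 4 plasma cell genes rose and 2 fell. In that fit 5 B-cell receptor signalling genes rose, 6 interferon genes rose and 2 fell, and 3 NF-kB genes rose and 8 fell.

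Single members of other lists were called at 24 h. In the ATF4 list the chaperone gene Hspa5 (0.47) and Slc7a11 rose and Asns fell (-0.38; camera adjusted p = 0.989), and Pmaip1 (0.44) rose and Bmf fell in the BCL2 family (camera adjusted p = 0.494). The H3K27 demethylase Kdm6b fell (-0.71; camera adjusted p = 0.894), the DNA methyltransferase Dnmt3a rose (0.33; camera adjusted p = 0.494) and Mybl1 rose among germinal centre genes (0.40; camera adjusted p = 0.644). H2-Ob fell among MHC class II genes (-0.33; camera adjusted p = 0.752) and H2-Q4 among MHC class I genes (-0.46; camera adjusted p = 0.945). Cd2 and Tbx21 fell in the T and NK cell list (camera adjusted p = 0.106), Tyrobp rose (0.82) and Cebpa fell (-0.26) in the myeloid list (camera adjusted p = 0.945), and Ermap and Epor fell in the erythroid list (camera adjusted p = 0.117). With the covariate, Hspa5, Pmaip1, Bmf, Cd2 and Tyrobp of these genes stayed called. Slc7a11 shrank (0.47, adjusted p = 0.411), while Asns (-0.38), Kdm6b (-0.78), Dnmt3a (0.34), Mybl1 (0.41), H2-Ob (-0.33) and H2-Q4 (-0.56) were not called at changes as large as before. Tbx21 (-0.29), Cebpa (-0.20), Ermap (-0.40) and Epor (-0.19) were not called at somewhat smaller ones. None was called, by limma over all genes, among 11 Polycomb repressive complex 2 genes, 6 Y-linked genes, 22 B-cell transcription factors, 24 translation initiation genes, 36 ribosomal protein genes, 29 G2/M genes and 27 Myc targets (camera adjusted p = 0.483, 0.527, 0.81, 0.124, 0.764, 0.449 and 0.0817). With the fibroblast covariate, Polycomb repressive complex 2 (camera adjusted p = 0.0456), translation initiation (camera adjusted p = 0.00548), G2/M (camera adjusted p = 0.0406), Myc target (camera adjusted p = 0.00548) and early B genes (camera adjusted p = 0.00682) were called higher as lists, and with an estimated correlation as well none was (adjusted p = 0.429, 0.485, 0.723, 0.485 and 0.333). With the replicate block the 7 lists without a call had 0 Polycomb, 1 Y-linked, 4 B-cell transcription factor, 2 translation initiation, 1 ribosomal protein, 5 G2/M and 4 Myc target genes called. In that fit 3 ATF4 genes rose and 5 fell, 4 BCL2 family genes rose and 2 fell, and 2 MHC class II genes rose and 2 fell. In the T and NK cell list 1 rose and 6 fell, in the myeloid list 4 rose and 2 fell, and 4 erythroid genes fell. The count at 24 h depended on single arrays and was 524 without the third 0 h array and 2678 without the fourth. With the description number as a replicate block it was 4711, 2348 higher and 2363 lower.

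At 48 h, 50 genes were called, 22 higher and 28 lower, 9 of them by at least 2-fold. After housekeeping centring 20 were higher and 62 lower. The phosphatase gene Ptpn22, which restrains antigen receptor signalling, rose 3.31-fold (SE 0.32 on the log2 scale, adjusted p = 0.0174) and Bex6 rose 3.07-fold (SE 0.24, adjusted p = 0.00301). Among the other called genes whose arrays did not overlap, the largest rises were those of Cfp, which encodes properdin (1.12), Fetub (1.08), Sel1l3 (1.07), Gapt (1.07), Timd2 (0.87), adenosine deaminase Ada (0.80), Dglucy (0.74) and Lrrc25 (0.71). Btg2 went from 12.53 ± 0.16 to 11.61 ± 0.10 (n = 5 each; log2 fold change -0.92, adjusted p = 6.69e-05). The Myc antagonist Mxd4 (-1.10), Mturn (-1.20), Neurl3 (-0.98), Nuak1 (-0.94), Bmf (-0.89), the TGF-beta inhibitor Smad7 (-0.81), Ccng2 (-0.79), the cytokine receptor subunit Il6st (-0.77) and Zfp691 (-0.75) fell as well.

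The p53 targets were split at 48 h: Cd80 (1.27, adjusted p = 0.00804) and Zmat3 (0.70, adjusted p = 0.00804) rose, Btg2 and Ddit4 (-0.68, adjusted p = 0.0185) fell, and 26 of 30 were not called (camera adjusted p = 0.00074; adjusted p = 0.723 with an estimated correlation). With the fibroblast covariate the list was not called (camera adjusted p = 0.126). Ebf1, a transcription factor that specifies B cells, fell by 0.37 (adjusted p = 0.0211) as the single called member of 22 B-cell transcription factors. Adjusted over the list alone, 4 fell (camera adjusted p = 0.00736; adjusted p = 0.626 with an estimated correlation). No G1/S gene was called, and 28 of 29 lay above 0 (camera adjusted p = 1.4e-06; adjusted p = 0.626 with an estimated correlation). For Myc targets this was 25 of 27 (camera adjusted p = 2.58e-05; adjusted p = 0.563 with an estimated correlation). DNA repair (36 of 42 above 0, camera adjusted p = 0.000338), glutathione (camera adjusted p = 0.0209) and heat shock genes (11 of 11 above 0, camera adjusted p = 0.000291) were higher as lists, with adjusted p = 0.723, 0.723 and 0.272 with an estimated correlation. NF-kB genes were lower (camera adjusted p = 0.0231), with adjusted p = 0.563 with an estimated correlation and 0.156 after housekeeping centring. The fibroblast list had a median of 0.41 with no member called (camera adjusted p = 0.000737; adjusted p = 0.782 with an estimated correlation). The count at 48 h lay between 17, without the fifth 0 h array, and 219, without the first.

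Which transcripts set resistant cells apart before any drug was given was asked by setting the 4 untreated lines against parental cells at 0 h. In all, 15 genes were called, 4 higher and 11 lower (5 and 6 after housekeeping centring), and for each of them the arrays of lines and parental cells did not overlap, as was true of 3.65% of all genes. Median centring left 6 of the 15, 2 higher and 4 lower. The fibroblast covariate gave 14 genes, 2 higher and 12 lower, and 8 of these were among the 15. Gadd45b, a stress-induced gene of the GADD45 family, rose from 10.02 ± 0.15 (n = 5) to 11.36 ± 0.29 (n = 4 lines), a 2.53-fold change (SE 0.13 on the log2 scale, adjusted p = 0.0117). Bex6 rose 3.15-fold (SE 0.23, adjusted p = 0.0376), and the small noncoding RNA genes Vaultrc5 (0.95, adjusted p = 0.0166) and Snora73b (0.65, adjusted p = 0.0446) were also higher. The genes that fell included Btg2, from 12.53 ± 0.16 to 11.31 ± 0.29 (2.33-fold lower, SE 0.13, adjusted p = 0.0155), Mxd4 (from 10.49 ± 0.24 to 9.48 ± 0.20, adjusted p = 0.0298), Ccng2 (-0.98, adjusted p = 0.0166), the transcriptional repressor Hbp1 (-0.82, adjusted p = 0.0262) and the p53-induced Trp53inp1 (-0.78, adjusted p = 0.0262). Ddit4, an inhibitor of mTORC1 (-0.89), Zfp691 (-0.88), the interferon gamma receptor subunit Ifngr2 (-0.60), Atp5md, a small subunit of ATP synthase (-0.60), ceramide kinase Cerk (-0.56) and the histone variant H2ax (-0.53) fell as well.

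These changes were present in every line, but the lines were successive steps of the same dose escalation and not independent derivations. Btg2 stood at 10.97 in R100, 11.42 in R500, 11.22 in R1000 and 11.65 in R4000, and Gadd45b at 11.34, 11.47, 11.65 and 10.97. For these 2 genes the differences from the mean of the parental cells were of similar size when the first 0 h array alone, which shares its replicate number with the resistant arrays, was the reference: -1.03 for Btg2 and 1.36 for Gadd45b. For Bex6 the value against this array was 1.15 and for Zfp691 -0.55, against -0.88 for the mean.

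**Figure D3:**
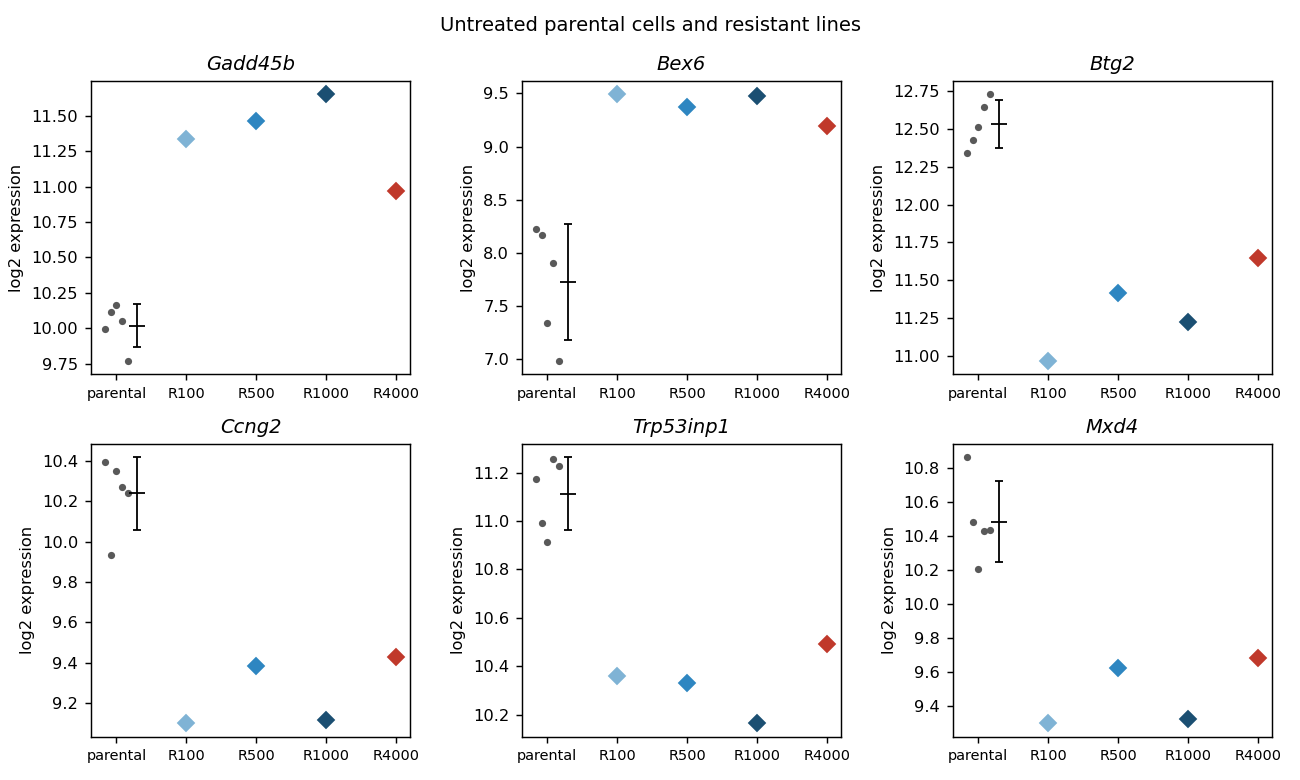
Log2 expression of 6 genes (vertical axes) in untreated parental cells (dots, 5 arrays, with mean and SD) and in each untreated resistant line (diamonds, 1 array each). All 4 lines lie outside the parental range for each gene, with Btg2 at 10.97 in R100 and 11.65 in R4000 against a parental mean of 12.53.

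In the lists tied to drug metabolism and transport, limma called no gene over all genes in the resistant lines. Of 18 drug efflux genes none was called over all genes. Abcb1b, a P-glycoprotein gene, was higher in each line (7.92, 7.40, 7.84 and 7.38 against 6.91 ± 0.20, n = 5), with a log2 change of 0.73 (95% interval 0.42 to 1.03, adjusted p = 0.115 over all genes), and was the 1 gene called adjusted over the list alone. Its paralogue Abcb1a stood at 0.12 (interval -0.21 to 0.46). Of 20 aldehyde dehydrogenases, Aldh7a1 (0.61, adjusted p = 0.084) was called adjusted over the list alone, while Aldh1a1 (-0.02) and Aldh3a1 (-0.04), which oxidise the drug's aldehyde metabolite, were not called. None of 28 glutathione genes and none of 42 DNA repair genes was called by limma over all genes (camera adjusted p = 0.456 and 0.055), and Mgmt, which reverses alkylation of guanine, had an interval of -0.24 to 0.30.

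Polycomb repressive complex 2 genes, which silence chromatin, were not called in the resistant lines (0 of 11, camera adjusted p = 0.405). Ezh2 had a log2 change of 0.01 (95% interval -0.16 to 0.18) and Suz12 of 0.00 (interval -0.16 to 0.16). Neither Myc (0.04) nor Cdkn2a (0.06) was called, nor the B-cell regulators Tcf3 (-0.07) and Spi1 (0.03). Id2, an inhibitor of the Tcf3 product, was lower in every line (-0.95, SE 0.16) with an adjusted p = 0.0645. The Y-linked H3K27 demethylase gene Uty stood at 6.52 ± 0.98 in parental cells at 0 h (n = 5) and at 5.34 ± 0.09 in the lines (n = 4), and was not called (-1.18, adjusted p = 0.508). Parental Uty differed by the number in the sample description (adjusted p = 2.04e-08, limma F-test over the 23 parental arrays). It lay between 5.62 and 5.92 for number 1, between 5.18 and 5.55 for number 2 and between 6.39 and 8.52 for the others, and all 7 resistant arrays, each the single array of its condition and numbered 1, lay between 5.18 and 5.42.

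**Figure D4:**
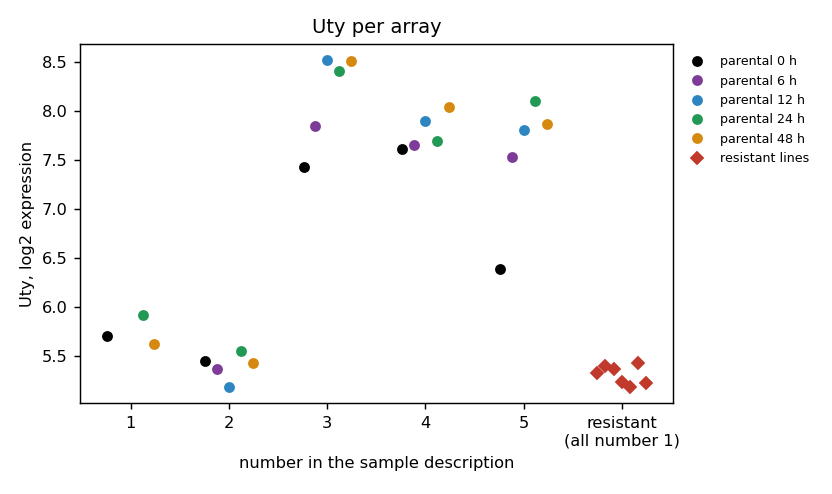
Log2 expression of Uty (vertical axis) on each parental array by the number in its sample description (horizontal axis, coloured by hour) and on the 7 resistant arrays (diamonds). Parental arrays of number 1 lie between 5.62 and 5.92, those of number 3 between 7.43 and 8.52, and the resistant arrays between 5.18 and 5.42.

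As a list, Myc targets were higher in the resistant lines: 26 of 27 lay above 0 with a median log2 change of 0.18, among them the ribosome biogenesis genes Nop58 (0.26), Rrp9 (0.28) and Rrp12 (0.27), and none was called singly (camera adjusted p = 2.95e-13; fry adjusted p = 0.0394). The call was lost with an estimated correlation (adjusted p = 0.38). Translation initiation genes (20 of 24 above 0, camera adjusted p = 0.00792) and G1/S genes (22 of 29 above 0, camera adjusted p = 0.00792) were higher, and ribosomal protein genes (28 of 36 not above 0, camera adjusted p = 0.00683) and NF-kB genes (camera adjusted p = 0.00792) were lower, each with adjusted p = 0.731 with an estimated correlation. Adjusted over the list alone, 2 NF-kB genes rose and 7 fell. In the p53 list Btg2, Ddit4 and Trp53inp1 fell and 27 were not called (camera adjusted p = 0.24). With the fibroblast covariate the p53 list (camera adjusted p = 0.0163) and the ATF4 list (camera adjusted p = 0.000219, against 0.258 without it) were called lower, and with an estimated correlation as well neither was (both adjusted p = 0.755). The fibroblast list had a median of 0.07 (camera adjusted p = 0.0647). The count in the resistant lines rested on few arrays: it was 0 without the fourth 0 h array, without R500 or without R1000, 2 without R100, 9 without R4000 and 24 without the first 0 h array.

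The order of resistance was examined next. No gene had a slope from parental through R4000 that passed the limma test (0 genes, 869 at an unadjusted p under 0.05, smallest adjusted p = 0.881). Abcb1b had a slope of 0.18 per step (SE 0.07), Id2 of -0.22 (SE 0.09) and Gadd45b of 0.37 (SE 0.09). All 27 Myc targets had slopes above 0 (median 0.06 per step, camera adjusted p = 4.73e-12; adjusted p = 0.814 with an estimated correlation). DNA repair (camera adjusted p = 0.000168), translation initiation (camera adjusted p = 0.000941), G1/S (camera adjusted p = 3.71e-05) and G2/M genes (camera adjusted p = 0.0401) had rising slopes as lists and NF-kB genes falling ones (camera adjusted p = 0.0153), all lost with an estimated correlation (adjusted p = 0.891 for the first 4 and 0.814 for NF-kB). In the ranking by covariance with the order of resistance, 644 of the 1000 highest and 632 of the 1000 lowest probe sets were absent from the annotation. The low end held 155 named genes, among them 4 ribosomal protein genes where 0.28 were expected (one-sided Fisher exact test, adjusted p = 0.00529) and 3 p53 targets where 0.233 were expected (adjusted p = 0.0249). No list was enriched among the 316 named genes of the high end, where MHC class II had 2 members (adjusted p = 0.26). With 2000 probe sets the high end held 5 of 9 MHC class II genes (adjusted p = 0.000445), 6 of 20 mature B genes (adjusted p = 0.00199), 8 of 42 DNA repair genes (adjusted p = 0.00328) and 6 of 30 fibroblast genes (adjusted p = 0.0106). At the low end 4 NF-kB genes (adjusted p = 0.0394) and 5 ribosomal protein genes (adjusted p = 0.0445) passed then and p53 targets did not (adjusted p = 0.387). With 500 probe sets no list passed in the ranking by resistance. Ranked by covariance with time in parental cells, the high end held 18 of 30 fibroblast genes where 1.01 were expected (adjusted p = 4.89e-18) and 9 p53 targets (adjusted p = 6.41e-06), and the low end held 6 NF-kB genes (adjusted p = 1.39e-06) and 3 p53 targets (adjusted p = 0.0372). The high end also held 5 mature B genes (adjusted p = 0.00457) and 3 heat shock genes (adjusted p = 0.0401), and the low end 3 B-cell transcription factors (adjusted p = 0.0339), 2 MHC class II genes and 2 plasma cell genes (both adjusted p = 0.0372). Fibroblast genes and p53 targets at the high end and NF-kB genes at the low end passed with 500 and with 2000 probe sets as well, plasma cell genes with 500 but not 2000, and the other lists with neither.

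To ask whether resistant cells still responded to the drug, R500, R1000 and R4000 were compared with and without 750 nM mafosfamide for 24 h. The limma test called 6 genes, 5 higher and 1 lower (7 and 0 after median centring), each by at least 2-fold and in the same direction in all 3 lines. The spread in this fit came mostly from the parental cultures, so its p-values do not chiefly measure agreement between the lines. The 6 resistant arrays alone gave 76 genes, 5 of them among these 6. Zmat3 rose 2.75-fold (SE 0.15 on the log2 scale, adjusted p = 0.00138), by 1.26, 1.29 and 1.82 in R500, R1000 and R4000. Bfsp2, a lens filament gene, rose 2.41-fold (SE 0.11, adjusted p = 0.000186), Rnase12 3.14-fold (SE 0.23, adjusted p = 0.0209), Dglucy 2.54-fold (SE 0.19, adjusted p = 0.0209) and the Fc receptor gene Fcgr4 2.18-fold (SE 0.14, adjusted p = 0.0109). The immediate early gene Fos fell by 1.02 on the log2 scale (SE 0.15, adjusted p = 0.0271). This call was lost after median centring, with the fibroblast covariate and without R500, R1000 or R4000. It was also lost without 0 h replicate 3 or 24 h replicate 1, 3, 4 or 5. It held after housekeeping centring, with the replicate block and without any other single parental array. Of the 6 genes, 4 stayed called with the fibroblast covariate, all higher, 3 without R500, 2 without R1000 and 2 without R4000. Over the parental arrays Bfsp2, Rnase12 and Fcgr4 ran against the fibroblast list mean (r = -0.66, -0.78 and -0.55). Zmat3 (0.13), Dglucy (0.24) and Fos (0.44) did not.

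The p53 list was higher in the treated resistant lines (23 of 30 above 0, camera adjusted p = 1.8e-11; adjusted p = 0.238 with an estimated correlation). Zmat3 was its single called member, and 6 rose adjusted over the list alone. Cd80 stood at 1.18 (adjusted p = 0.219), Ccng1 at 0.48 (adjusted p = 0.179) and Trp53inp1 at 0.67 (adjusted p = 0.254). Ribosomal protein genes (33 of 36 above 0, median 0.07, camera adjusted p = 9.04e-07) and myeloid genes (14 of 19 above 0, camera adjusted p = 0.000773) were higher as lists, both with adjusted p = 0.759 with an estimated correlation. The fibroblast list was lower (1 of 30 above 0, median -0.21, camera adjusted p = 0.000819; adjusted p = 0.828 with an estimated correlation). With the description number as a replicate block for the parental arrays, 26 genes were called, 23 higher and 3 lower, and Dglucy was not among them (1.34, adjusted p = 0.0523). Leaving out 1 line gave 2 genes without R1000 and 3 without R4000.

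The difference in response between resistant and parental cells was then tested directly. No gene passed (0 genes by limma, 1562 at an unadjusted p under 0.05, smallest adjusted p = 0.24). Btg2 fell by 0.73 in parental cells at 24 h and stood at 0.12 in the treated lines, a difference of 0.85 (SE 0.15, adjusted p = 0.24). For Cd80 the difference was -1.32 (SE 0.31, adjusted p = 0.338), for Psrc1 -0.82 and for Zmat3 -0.53 (SE 0.19, adjusted p = 0.484). The p53 list responded less in the resistant lines (median difference -0.27, camera adjusted p = 0.000126; adjusted p = 0.368 with an estimated correlation), with 2 higher and 5 lower adjusted over the list alone. The fibroblast list differed most by its median (-1.07, camera adjusted p = 6.25e-17; adjusted p = 0.368 with an estimated correlation), with 17 lower adjusted over the list alone. Heat shock (median -0.33, camera adjusted p = 8.94e-05) and glutathione genes (-0.22, camera adjusted p = 0.000692) were also lower in their response. With an estimated correlation these had adjusted p = 0.26 and 0.368. With the fibroblast covariate the p53 and glutathione lists no longer differed by camera (adjusted p = 0.421 and 0.938), while Myc target (adjusted p = 0.00776), G2/M (adjusted p = 0.0114), translation initiation (adjusted p = 0.0389) and Y-linked genes (adjusted p = 0.0436) were called lower. With an estimated correlation as well none of these 4 was (adjusted p = 0.596, 0.72, 0.697 and 0.511). With the replicate block for the parental arrays 8 genes were called, all with a lower response in the resistant lines, and the myeloid list had a higher response (camera adjusted p = 0.0178, against 0.0562 without the block and adjusted p = 0.413 with an estimated correlation). Without the third parental 24 h array, which had the lowest fibroblast mean at that time (8.17), 128 genes were called.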

Values the study reported

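The study gives an EC50 of 857 ± 68 nM mafosfamide for the parental line and of 3446 ± 138 nM for R4000 (mean ± SEM). Its dose escalation ran from 100 nM to 4 μM. Genes were ranked there by covariance, with the 1000 highest and 1000 lowest taken on to pathway analysis. The results name the EC50 as the other variable and the supplement the order of resistance, and the order was used here. No viability data were analysed here.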

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

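The tests of Uty against the description number and against the fibroblast list and the test of the p53 rise at 12 h against the fibroblast list were chosen after the result was seen, as were the fibroblast covariate and the comparison of 48 h with 24 h. The other tests below were written before. In 4 of 186 groups of list means, 1 array lay far from the others, and chance gives about 1 in 20. At 6 h the H3K27 demethylase mean of the first array was 8.15 against 8.84 to 8.98 (gap over range 0.83). At 12 h the erythroid mean of the first array was 7.85 against 7.69 to 7.70 (0.904). At 48 h the second array had a ribosomal protein mean of 12.73 against 12.87 to 12.91 (0.773) and an erythroid mean of 7.82 against 7.71 to 7.74 (0.746).

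The response to mafosfamide differed between resistant and parental cells for 8 genes when the parental arrays were fitted with a replicate block, all with a lower response in the resistant lines. They were Car13 (-1.40, adjusted p = 0.00722), Serpinb9 (-1.28, adjusted p = 0.0182), Ahnak (-1.03, adjusted p = 0.0313), Klhl22 (-1.23, adjusted p = 0.0432), Nqo1 (-2.21, adjusted p = 0.0438), and Lgr4, Utrn and Dag1 (-1.22, -1.02 and -0.82, each adjusted p = 0.0449). The lists that differed in response by camera were p53 targets (adjusted p = 0.000126), DNA repair (adjusted p = 0.0229), glutathione (adjusted p = 0.000692), G1/S (adjusted p = 0.00268), heat shock (adjusted p = 8.94e-05) and fibroblast genes (adjusted p = 6.25e-17), all lower in the resistant lines. Ribosomal protein (adjusted p = 0.00172), NF-kB (adjusted p = 0.00692) and T and NK cell genes (adjusted p = 0.0152) were higher. None of these list calls held with an estimated correlation, where the smallest was heat shock (adjusted p = 0.26).

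Between 24 h and 48 h, 21 genes changed in parental cells, 5 higher and 16 lower. Zmat3 (-1.29, adjusted p = 1.8e-06), Dglucy (-1.40, adjusted p = 5.69e-07), Psrc1 (-0.91, adjusted p = 7.93e-05), Cd80 (-1.22, adjusted p = 0.0143) and Ccng1 (-0.55, adjusted p = 0.00618) were among those that fell. Outside the named genes, 2 of 11799 probe sets absent from the annotation were called at 24 h, 1 higher and 1 lower, and 7 of 1321 probe sets with several symbols, all higher.

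RNA of feeder fibroblasts was weighed against a response of the lymphoma cells for the genes that rose at least 2-fold at 24 h. Over the parental arrays, their median r with the fibroblast list mean within groups was 0.911, against -0.056 for all genes, so most of these rises moved with fibroblast RNA. Of the p53 targets, 9 were still called higher at 24 h with the fibroblast mean as a covariate, against 14 without it. In that fit camera still called the list higher (median 0.194, adjusted p = 5.71e-07), but not with an estimated correlation (adjusted p = 0.333). These values cannot tell the explanations apart for the list. At 12 h the fibroblast list had a median change of 0.022. This argues against more fibroblast RNA as the source of the p53 rise at that time. A p53 response within the fibroblasts could leave this value unchanged and is not excluded. Whether fibroblasts outlasted lymphoma cells at 24 h or responded to the drug themselves was not tested.

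Uty was lower in the resistant lines than in parental cells by 1.18 on the log2 scale, and the number of the culture was weighed as the source. Against the 3 parental arrays of number 1, of which 2 were drug-treated, the difference was -0.411, and the lines (5.23 to 5.42) lay below all 3 (5.62 to 5.92). The 5 parental arrays of number 2 lay between 5.18 and 5.55 (mean 5.39), so some parental cultures had Uty at the level of the lines. Every line carries number 1 and was measured once, and other genes that differ by number did not all follow it, with Prg3 at 7.73 in the lines against 7.86 and Cd36 at 10.34 against 10.61 but Ms4a1 at 9.46 against 11.47 and Cd69 at 9.15 against 7.34, so number and resistance cannot be told apart. Uty deviations from the group means ran opposite to the fibroblast list mean over the parental arrays (r = -0.585). These deviations include the difference between culture numbers, a range of 2.75 for Uty. The sign of r therefore cannot decide whether feeder RNA carried Uty signal. Among other Y-linked genes, Kdm5d was not called between numbers (adjusted p = 0.0984), against 2.04e-08 for Uty in the limma F-test. Eif2s3y was not called either (adjusted p = 0.259). It lay between 4.13 and 4.33 on the parental arrays, near the lowest value of the data (3.29), so its test decides nothing.

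Changes at 48 h and in the resistant lines went together, with r = 0.588 between their log2 fold changes over all genes and 8 genes called in both. Both comparisons use the same 0 h arrays, and simulated data without effects gave r = 0.472. With separate 0 h arrays the mean r was 0.121 over 20 splits (-0.222 to 0.405), which cannot tell shared controls from shared biology. Without the fifth 0 h array r was 0.462. The simulated 0.472 belongs to the comparison with all 5 of the 0 h arrays. It is therefore no null value for 0.462, and the part of the fifth array stays open. Bex6 was higher in both, and Btg2, Ccng2, Cerk, Ddit4, H2ax, Mxd4 and Zfp691 were lower in both.

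Counts of called genes were set against other splits of the same arrays, with the real split counted among them. Chance was not excluded at 6 h, where 11 of 100 splits had as many genes (4, highest other 3317), nor at 12 h with 5 of 100 (102, highest other 899), both in fits and splits that leave out the culture number. The p53 list means nonetheless lay apart, at 9.73 to 9.89 on the 12 h arrays and 9.07 to 9.45 on the 0 h arrays. Splits with several times the real count, as at 6 h, 12 h and 48 h, point to a structure of the samples. Chance was excluded at 24 h with 1 of 100 (1351, highest other 575) and at 48 h with 3 of 100 (50, highest other 810). This holds only for splits that leave out the culture number. Exchanges within pairs at 24 h number 16, too few to exclude chance. For the resistant lines chance was excluded with 2 of 100 (15, highest other 18), again only for splits that leave out the culture number. Every line carries number 1, so these splits cannot tell resistance from culture number. For the trend the real count was 0, so that 100 of 100 orders had as many (highest other 296) by construction and nothing was decided. Treatment in the resistant lines allowed 4 exchanges, too few to exclude chance, and 1 had as many (6, highest other 0). For the difference in response with the replicate block 2 of 56 splits had as many (8, highest other 9). Chance was excluded for that fit only. The fits without the block and with the fibroblast covariate called 0 genes. Each resistant pair carries number 1, so these splits cannot tell resistance from culture number.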

How the results depend on the processing

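No called result reversed. Over 90 results for named genes and 1619 alternative values, 1291 were the same, 314 were weaker, 14 moved and 0 reversed. The same means the same side of the threshold, except for 16 values against the first 0 h array alone, which has no threshold. The 14 that moved all came from the first 0 h array as the single reference. Uncalled genes could change sign there without counting as reversed, as did Mtf2 (0.18 to -0.172) and Mgmt (0.029 to -0.186). Over 52 list results and 284 alternative values, 180 were the same, 104 weaker and 0 reversed. A list that turned without being called did not count as reversed. With its own mean as the covariate the fibroblast list turned so at 24 h and 48 h (camera adjusted p = 0.866 and 0.861). With an estimated correlation 1 list call was left of 52. Counts of called genes moved as given below, and the cause was not tested except where fewer genes or arrays entered.

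Median centring gave 2 genes at 6 h, 59 at 12 h, 27 at 48 h and 6 in the resistant lines. Housekeeping centring gave 17 at 6 h and 82 at 48 h. At 24 h median centring gave 1817 (788 higher, 1029 lower, 1152 shared with the 1351) and housekeeping centring 1632 (687 higher, 945 lower, 1167 shared), so the split turned. Without the dimmest genes there were 8 at 6 h and 162 at 12 h. Variance moderation with trend and robust options gave 8 at 6 h, 29 in the resistant lines and 11 for treatment in the lines. Array weights gave 14 at 6 h, 279 at 12 h, 100 in the resistant lines, 161 for treatment in the lines and 14 for the difference in response. A 2-fold threshold left 0 at 6 h, 13 at 12 h, 152 at 24 h, 9 at 48 h and 4 in the resistant lines. Fits of the compared groups alone gave 0 at 6 h, 18 at 12 h, 122 at 24 h and 5 at 48 h. Adding parental arrays of all times gave 171 in the resistant lines, and the 6 resistant arrays alone gave 76 for treatment.

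With the description number as a replicate block there were 62 genes at 6 h, 708 at 12 h, 4711 at 24 h and 654 at 48 h, 26 for treatment in the resistant lines and 8 for the difference in response. At 6 h, 24 h and in both treatment comparisons of the lines, the block ended the calls of the fibroblast list at 6 h and of Dglucy in the treated lines, and of the other genes and lists called in the text it ended none. At 12 h and 48 h not every pair passed the check of pairing, yet mean r was 0.359 and 0.318 against -0.087 and -0.079 for other pairs, and 3 of 4 and 4 of 5 correlated best with their own number. At 24 h, taken as paired, mean r was 0.204 and 3 of 5 correlated best with their own number. The counts of 102 and 50 take no account of the number. With the title number as a block there were 11 at 6 h, 2726 at 24 h and 197 at 48 h. Exchanging 0 h and treated arrays within pairs gave as many genes in 3 of 16 exchanges at 6 h (62, highest other 361) and in 1 of 16 at 24 h (4711, highest other 1636). The fibroblast covariate, chosen after seeing the data, gave 10 at 6 h, 191 at 12 h, 533 at 24 h and 139 at 48 h. In the resistant lines it gave 14, of which 8 were among the 15 called without it. For treatment in the lines it gave 4, all higher, and for the difference in response 0. Without the 2 arrays of highest fibroblast mean, also chosen then, there were 557 at 24 h, 11 for treatment in the lines and 1 for the difference in response. Over lists, the covariate also ended the call of glutathione at 48 h (adjusted p = 0.295) and added early B at 12 h (adjusted p = 0.0299) and translation initiation and G2/M at 48 h (both adjusted p = 0.0234). The block added glutathione (adjusted p = 0.00288) and MHC class I (adjusted p = 0.0334) at 12 h. Housekeeping centring added G2/M at 6 h (adjusted p = 0.044) and DNA repair in the resistant lines (adjusted p = 0.0266). Median centring added the plasma cell list in the difference in response (adjusted p = 0.0328) and put interferon at 24 h at the threshold (adjusted p = 0.05). None of these added list calls held with an estimated correlation, where the smallest was the plasma cell list (adjusted p = 0.23). In the covariance rankings, 500 probe sets at each end gave 0 enriched lists for resistance and 4 for time, and 2000 gave 6 and 3, against 2 and 9.

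Leaving out 1 array, numbered as in the titles, gave 0 to 21 genes at 6 h. There were 20 and 21 without 0 h replicates 1 and 2, and 0 without 0 h replicate 3, 4 or 5 or 6 h replicate 2, 3 or 4. At 12 h the range was 43 to 179, with 179, 171, 65 and 60 without 0 h replicates 1, 2, 3 and 5, and 44, 43 and 54 without 12 h replicates 2, 3 and 4. At 24 h it was 524 to 2678, with 2426, 524, 2678 and 625 without 0 h replicates 1, 3, 4 and 5, and 739, 731 and 702 without 24 h replicates 1, 2 and 4. At 48 h it was 17 to 219, with 219, 110, 21, 27 and 17 without 0 h replicates 1 to 5, and 33, 18, 19 and 30 without 48 h replicates 2 to 5. In the resistant lines it was 0 to 24, with 24, 23, 4 and 0 without 0 h replicates 1 to 4, 2 without R100, 0 without R500 or R1000 and 9 without R4000. For treatment in the lines it was 2 to 8, with 2 without R1000 and 3 without R4000. For the difference in response it was 0 to 128, with 3 without 0 h replicate 4, 1 without 24 h replicate 1 and 128 without 24 h replicate 3. The trend had 0 genes throughout. Arrays have no depth, and signal over background limits what is seen among dim genes.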

Other observations

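With the replicate block for the parental arrays, the 23 genes called higher in the resistant lines after 24 h of mafosfamide included Ncf1 (1.17, adjusted p = 0.00428) and Cybb (0.72, adjusted p = 0.0265), which encode subunits of the phagocyte NADPH oxidase, the integrin gene Itgam (0.76, adjusted p = 0.0215), the signalling adaptor Tyrobp (0.86, adjusted p = 0.0313) and the Fc receptor gene Fcgr3 (0.65, adjusted p = 0.0413). Csf2rb (1.35), Plek (1.27), Sh2d2a (1.13), Lta (1.09) and Ms4a4c (1.05) were higher as well. The myeloid list rose by a mean of 0.19 in R500, 0.18 in R1000 and 0.25 in R4000, and 8 of its 19 genes were higher in all 3 lines with 0 lower (camera adjusted p = 0.000773, and adjusted p = 0.759 with an estimated correlation). The fibroblast list fell in the same lines, by means of -0.24, -0.12 and -0.59, and over the parental arrays several of these genes ran against the fibroblast mean, with r of -0.67 for Csf2rb, -0.63 for Itgam and -0.46 for Cybb but -0.11 for Ms4a4c. In parental cells at 24 h the mean change of the myeloid list was 0.06, also above 0. By the median it was -0.11 in parental cells (camera adjusted p = 0.945) and 0.08 in the treated lines. With the fibroblast mean as a covariate it had a median of -0.07 with 4 of 19 genes higher (camera adjusted p = 0.228). Mpeg1 (2.18, adjusted p = 0.000597), Alox5ap (1.95, adjusted p = 8.68e-06), Csf1r (1.27, adjusted p = 0.00618) and Tyrobp (1.19, adjusted p = 0.00161) were called higher in that fit.

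Many genes that rose early in parental cells were also higher in the treated resistant lines. Of the 93 genes called higher at 12 h, 48 (51.6%) were higher in all 3 treated lines, against 14.5% of all genes. Their median change was 0.42 in parental cells at 24 h and 0.14 in the lines. The mean change of the p53 list was 0.54 in parental cells at 24 h, 0.12 in R500, 0.28 in R1000 and 0.24 in R4000, and that of the fibroblast list 0.86, -0.24, -0.12 and -0.59.

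Between the description numbers of the parental arrays, 6422 genes (32.2%) differed by a limma F-test. The B-cell surface gene Ms4a1, which encodes CD20, had a range of 4.26 between numbers (adjusted p = 1.24e-07), the fatty acid transporter gene Cd36 of 2.55 (adjusted p = 2.68e-06) and the immunoglobulin light chain segments Igkv5-43 of 3.29 (adjusted p = 1.85e-10) and Igkv4-91 of 3.01 (adjusted p = 8.77e-13). The split with most genes among the 0 h and 6 h arrays set numbers 3 and 5 against 1, 2 and 4, and that among the 0 h and 48 h arrays set numbers 1 and 2 with 1 array of number 3 against all others. That among the 0 h and 12 h arrays, with 899 genes, set 2 arrays of number 2, 1 of 3 and 1 of 5 against the rest, so that numbers 3 and 5 lay on both sides. The first components held 27.9%, 16.6% and 13.4% of the variance over the 30 arrays. The fifth 0 h array had the highest score on the first component (43.27, next 21.13) and on the second (30.35, next 20.23).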
